A study of Rattus norvegicus with 20 samples. Its data were reported in "Two-way learning with one-way supervision for gene expression data" (2017).

How the data were processed

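RNA from the red part of the tibialis anterior muscle was measured on 20 arrays, 5 from each of 4 groups of male ZDF rats: lean control, obese, rosiglitazone and resveratrol. Per the labels, the tissue was frozen in liquid nitrogen, RNA was extracted with TRIzol and cleaned on columns with DNase, and 100 ng of total RNA per rat was labelled and hybridised to strips of the Rat Gene 2.1 ST array of Affymetrix. The labels call the arrays of a group biological replicates. They give neither the layout of the strips nor processing dates, so a batch could not be looked for by name. The deposited values are on the log2 scale, made by the authors with RMA, which corrects background, normalises the arrays to a common distribution and summarises the probes of a transcript cluster. The number of arrays limits the precision.

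The deposited table held 36685 rows, of which 14824 carried exactly 1 gene symbol, 829 carried several and 21032 carried none. Rows with exactly 1 symbol entered the tests. For the 234 genes with more than 1 row, the row with the highest mean over all 20 arrays was used, which left 14557 genes. Rows with several symbols or none were left out of the comparisons because a change there cannot be given to a single gene. No genome was used, so no positions are given.

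Groups were compared with limma (version 3.58.1, R 4.3.3). A mean was fitted for each of the 4 groups over all 20 arrays, and the variances were moderated across genes without trend or robust weighting. The Benjamini-Hochberg adjustment was made over the 14557 genes within each of the 6 comparisons, and a gene was called at an adjusted p under 0.05. All tests were two-sided. The fit had 16 residual and 6.35 prior degrees of freedom. The median residual SD was 0.222 log2 units, and the 95% interval of a log2 fold change reached a median of 0.286 to either side. Tables and figures were made with Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9.

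Before the data were examined, 29 gene lists were fixed for pathways of muscle metabolism and for markers of other cell types that dissected muscle can hold. They named 565 genes, of which 414 were measured. Each list was tested with camera at a preset inter-gene correlation of 0.01, with camera at an estimated correlation, and with fry. Camera compares the genes of a list with all other genes, whereas fry asks whether the genes of a list move one way on balance. Adjustment was made over the 29 lists within a comparison. Members were also counted by a test adjusted over the list alone.

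The genes to be named were set by a rule that was fixed before the data were examined. The rule took the 10 called genes with the highest and the 10 with the lowest log2 fold change, leaving out provisional symbols, olfactory and vomeronasal receptors and small RNA names. It also took up to 4 called members per list, the 5 smallest p values where fewer than 5 genes were called, and a set that was always named. The set was Lepr, Pparg, Sirt1, Ppargc1a, Pdk4, Ucp3, Slc2a4, Angptl4, Cd36, Adipoq and Fabp4. Lepr, Pparg and Sirt1 had no row with their symbol alone, so no value is given for them. List members named although they were not called, and Col4a2 beyond the 4 per list, were chosen after their values were seen.

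The comparison script was tested on simulated data, with 200 of 14557 genes changed in 10 simulations. For obese against lean control it recovered 61.6% of genes changed 1.5-fold and 97.8% of those changed 2-fold, and 5.58% of its calls were false. For rosiglitazone against obese the shares were 64.8% and 97.9%, with 4.37% false calls. The simulated values were drawn independently for each gene with its fitted SD. They held no correlation between genes and no array effects, so these shares may not hold for the real arrays.

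The alternatives fixed in advance were a replicate block, variance moderation with trend and robust weighting, only the brighter genes, averaged rows, all rows, only the groups compared, array weights, median centring, quantile normalisation, and leaving out each array in turn. The pairs of comparisons that share the obese arrays were also run with those arrays divided between them. A clock score as a covariate, the mean of Bmal1, Clock and Npas2 minus the mean of Dbp, Per1, Per2 and Per3 on an array, was added after the data had been seen. The replicate numbers were not used as pairs, because the labels name no shared animal or litter.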

Results

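The arrays measured RNA levels in red tibialis anterior, an oxidative part of a hindlimb muscle, from ZDF rats. Obese ZDF rats lack a working leptin receptor and become diabetic, and lean rats of the strain serve as controls. The other groups had received rosiglitazone, an agonist of the nuclear receptor PPARgamma, or resveratrol, a plant polyphenol. The labels give no dose or duration for either drug. The paper describes the experiment as dietary and drug treatment of diabetic rats, so the treated groups were compared with the obese group, although the label of each treated rat does not state its genotype. Each group had 5 arrays. The median log2 value of an array lay between 2.46 and 2.55, and the correlation between arrays of a group lay between 0.964 and 0.974. The first principal component of the brighter genes held 20.8% of the variance and placed the rosiglitazone arrays between 10.2 and 18.3 and all other arrays at 1.30 or below. The second held 10.7%.

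**Figure D1:**
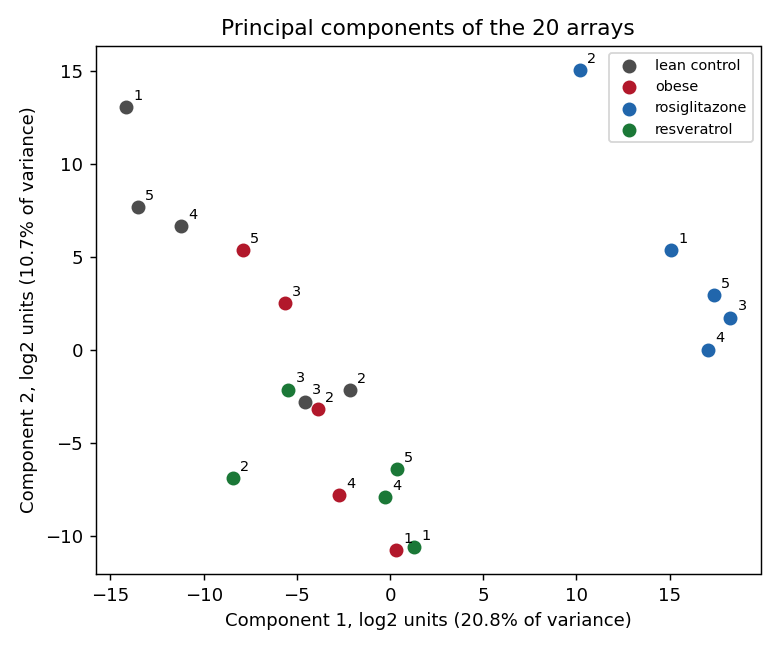
Scores of the 20 arrays on the first and second principal components, in log2 units, coloured by group and numbered by replicate. The 5 rosiglitazone arrays lie between 10.2 and 18.3 on the first component, to the right of all others.

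Obese rats were compared with lean controls to ask what differs in red muscle of diabetic animals. Bdh1, the mitochondrial enzyme that interconverts the ketone bodies acetoacetate and beta-hydroxybutyrate, was lower in obese muscle, at 2.28 (SD 0.46, n = 5) against 3.85 (SD 0.54, n = 5). The obese mean lay below the medians of the arrays, where signal above background was not shown, so the size of the change is less certain than its SE. Its log2 fold change was -1.57 with an SE of 0.24 and an adjusted p of 0.0172 from limma. It was the 1 gene called, while 1570 genes had an unadjusted p under 0.05 where 728 would be expected by chance. The call was lost without lean control replicate 2 (adjusted p = 0.102), lean control replicate 4 (0.0870), obese replicate 1 (0.0540) or obese replicate 2 (0.0827), and over the 18 alternatives that gave Bdh1 an adjusted p it ranged from 0.000266 to 0.140. Among the brighter genes Bdh1 was not tested. The count was 24 without obese replicate 5, 4 without lean control replicate 1, 3 without lean control replicate 3 or 5, and 2 without obese replicate 3, and with all arrays it was 24 with trend and robust moderation, 8 with array weights, 5 among the brighter genes, 6 with a clock score as a covariate, and 0 with all rows or only the groups compared. The next smallest p values, at an adjusted p of 0.0595 each, did not pass and belonged to Rccd1 (+1.01), Cdpf1 (-0.60), Ufm1 (-0.51) and Efnb3 (+0.64). Pdk4, which restrains pyruvate oxidation, had a log2 fold change of +0.53, the mitochondrial carrier Ucp3 +0.82, the lipoprotein lipase inhibitor Angptl4 +1.17 and the fatty acid transporter Cd36 +0.23, and none passed. Ppargc1a, a coactivator of mitochondrial genes, stood at -0.25, the insulin-responsive glucose transporter Slc2a4 at -0.15, Adipoq at +0.23 and Fabp4 at +0.32, none of them called.

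Several gene groups were shifted in obese muscle when a small preset correlation between their genes was assumed, and none with an estimated correlation or with fry. The estimated correlation was 0.507 for fatty acid uptake and beta-oxidation, 0.437 for fibroblast markers, 0.43 for erythroid markers and 0.12 for lipid synthesis. All exceed the preset 0.01, so the p values at the preset correlation are likely too small for these groups. The same estimates hold in every comparison. Genes of fatty acid uptake and beta-oxidation were shifted upward, with 20 of 24 positive and a median of +0.19 (adjusted p = 4.90e-05, and adjusted p = 0.616 with an estimated correlation). Decr1, which prepares unsaturated fatty acids for oxidation, had +0.56 and passed when adjusted over the list alone. Fibroblast and extracellular matrix markers were shifted downward, with 16 of 18 negative and a median of -0.28 (adjusted p = 4.90e-05, and adjusted p = 0.529 with an estimated correlation). The collagens Col3a1 (-0.61) and Col14a1 (-0.63) and the proteoglycan Dcn (-0.49) passed when adjusted over the list alone. Lipid synthesis genes were shifted downward, with 9 of 12 negative (adjusted p = 0.00943, and adjusted p = 0.529 with an estimated correlation), and Thrsp (-0.93) and the desaturase Fads1 (-0.50) passed when adjusted over the list alone. Erythroid markers, 5 of 5 positive with a median of +0.33, were shifted upward (adjusted p = 0.0133, and adjusted p = 0.529 with an estimated correlation).

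The other shifts between obese and lean muscle did not hold without single arrays. PPAR target genes (15 of 22 positive, adjusted p = 0.0368, and adjusted p = 0.616 with an estimated correlation) lost the call without lean control replicate 1 (0.259), 4 (0.104) or 5 (0.0513) or obese replicate 1 (0.219), 2 (0.120) or 4 (0.121). Branched-chain amino acid breakdown (11 of 17 negative, adjusted p = 0.0239, and adjusted p = 0.529 with an estimated correlation) lost it without lean control replicate 2 (0.0766) or obese replicate 5 (0.0582). Of that group Aldh6a1 (-0.40), Ppm1k (-0.41), Hibadh (-0.31) and Acadsb (-0.25) passed when adjusted over the list alone. Slow fibre genes (9 of 11 negative, adjusted p = 0.0344, and adjusted p = 0.616 with an estimated correlation) lost it without lean control replicate 2 (0.0766) or 4 (0.167) or obese replicate 2 (0.0660), 3 (0.449) or 4 (0.160). Fast fibre genes (7 of 8 positive, adjusted p = 0.0297, and adjusted p = 0.529 with an estimated correlation) lost it without lean control replicate 2 (0.0811) or 3 (0.0781) or obese replicate 3 (0.0817). Tendon markers (6 of 7 negative, adjusted p = 0.0417, and adjusted p = 0.529 with an estimated correlation) lost it without lean control replicate 1 (0.237), 3 (0.0940) or 4 (0.0919) or obese replicate 1 (0.199) or 4 (0.122). With the clock score as a covariate PPAR target genes (adjusted p = 0.0641), slow fibre genes (0.0603) and tendon markers (0.0906) were not called either, and the other 6 groups were.

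Rosiglitazone was compared with obese to ask what the drug changes in this muscle, and genes of fatty acid synthesis and of adipocytes were higher in the treated rats. Scd, the desaturase that makes monounsaturated fatty acids, stood at 6.80 (SD 0.65, n = 5) against 2.48 (SD 0.93, n = 5) in obese rats, a log2 fold change of +4.32 (SE 0.43, adjusted p = 1.75e-06). The retinoid binding protein gene Rbp7 rose by 4.17 log2 units (SE 0.29) and the lipogenic regulator Thrsp by 3.54 (SE 0.22), which is 11.6-fold. Aqp1, the water channel of capillary endothelium, fell from 6.94 (SD 0.17) to 4.68 (SD 0.23), a 4.79-fold decrease (-2.26, SE 0.12, adjusted p = 2.21e-11). In all, 282 genes were called, 213 higher and 69 lower, and 1978 genes had an unadjusted p under 0.05. Over all 14557 genes, the 5 arrays of each group did not overlap in 522, or 3.59%, where chance gives 0.794%. In obese rats the means of Scd (2.48), Elovl6 (1.99) and Mt2A (1.99) lay within or below the range of the medians of the arrays, where signal above background was not shown, and 4 of the 5 obese arrays had Scd between 1.62 and 2.46, so the size of these changes is less certain than their SE. When all rows of the table were tested together, 181 of the 282 genes stayed called. Called changes of at least 1.5-fold numbered 156 upward and 29 downward.

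The further genes with the largest increases were Cd300lg (+2.91), a gene of capillary endothelium, Ceacam1 (+2.62, SE 0.11, adjusted p = 8.32e-13), a cell adhesion molecule, the fatty acid elongase Elovl6 (+2.49), the metallothionein Mt2A (+2.36), the glutathione transferase Mgst1 (+1.81), Chp2 (+1.77) and the death receptor ligand Tnfsf10 (+1.72). Below Aqp1, the largest decreases that held without any single array were those of Ace (-1.32), the angiotensin-converting enzyme of endothelial cells, Stxbp6 (-1.15), Lrrc3b (-1.06), Myoc (-0.92) and the diacylglycerol kinase Dgke (-0.92). The stem and endothelial cell antigen Cd34 (-0.86) lost its call without rosiglitazone replicate 1 (adjusted p = 0.0751) or 5 (0.0532) or obese replicate 3 (0.0708) or 5 (0.0621). The transferrin receptor Tfrc (-1.23) lost it without rosiglitazone replicate 1 (0.0818), 2 (0.0510), 3 (0.0832) or 4 (0.0545) or obese replicate 1 (0.0551), 2 (0.0800) or 5 (0.0867). Of the 42 called genes taken by the naming rule, 28 kept the call whichever array was left out.

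**Figure D2:**
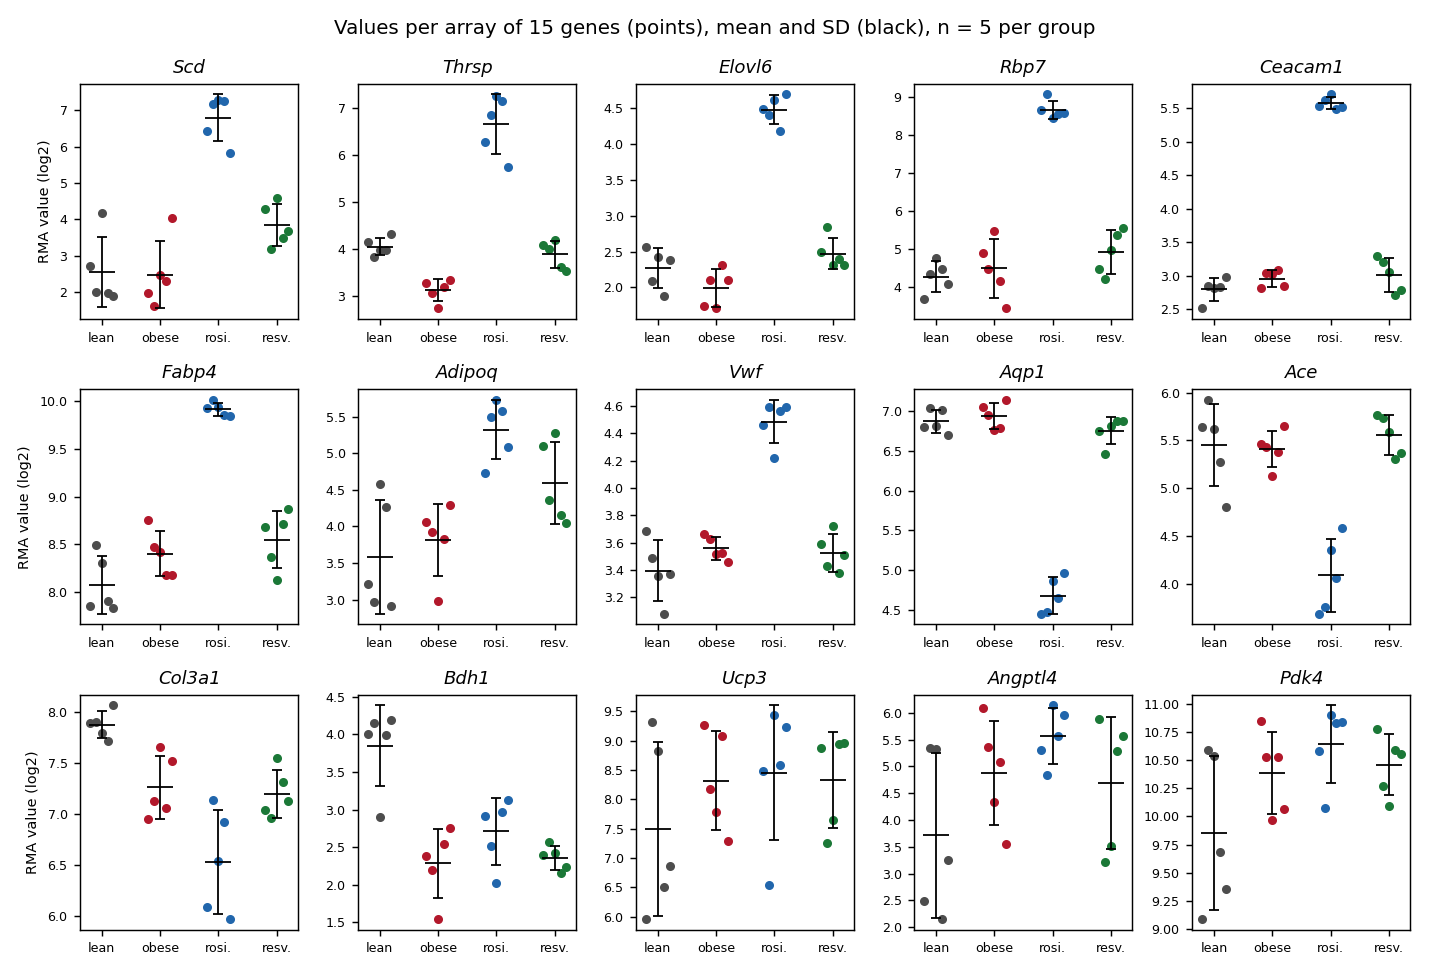
RMA values (log2) per array of 15 genes in the 4 groups, with the mean and SD of the 5 arrays in black. In the rosiglitazone arrays Scd averages 6.80 against 2.48 in obese rats, and Aqp1 4.68 against 6.94.

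Of 12 lipid synthesis genes, 5 rose with rosiglitazone and none fell, and 7 were higher and 1 lower when adjusted over the list alone. They included Scd, Thrsp, Elovl6 and the lipogenic transcription factor Srebf1 (+1.15), and the group shift (adjusted p = 3.57e-09) held with an estimated correlation (adjusted p = 0.00579). The lipid droplet, diacylglycerol and ceramide group was shifted upward with 3 of 16 members called (adjusted p = 0.000270, and adjusted p = 0.247 with an estimated correlation). Its called members included the ceramidase Asah1 (+0.60) and the glucosylceramide synthase Ugcg (+0.58). Fatty acid uptake and beta-oxidation genes were shifted downward, with 19 of 24 negative and a median of -0.28 (adjusted p = 4.07e-06, and adjusted p = 0.414 with an estimated correlation). When adjusted over the list alone, 13 of them were lower and 2 higher, among the former Hadh (-0.52), a dehydrogenase of the oxidation spiral, which was also called over all genes. Cd36 (+0.46) was called upward, but not without rosiglitazone replicate 1 (0.0751), 2 (0.0725), 3 (0.110), 4 (0.0644) or 5 (0.0817) or obese replicate 2 (0.0530), 3 (0.0917), 4 (0.104) or 5 (0.125). Oxidative phosphorylation genes were shifted downward by a small amount, with 37 of 40 negative, a median of -0.12 and no gene called (adjusted p = 6.04e-05, and adjusted p = 0.414 with an estimated correlation). Citric acid cycle genes followed with 13 of 14 negative (adjusted p = 0.00243, and adjusted p = 0.269 with an estimated correlation). The mitochondrial carrier Ucp2 rose by 1.21, whereas Ucp3 (+0.14), Pdk4 (+0.26), Angptl4 (+0.68), Ppargc1a (+0.14) and Slc2a4 (+0.31) were not called.

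Markers of other cell types moved with rosiglitazone as well. Of 15 adipocyte markers, 6 rose and none fell, with Fabp4 at +1.51, the hormone gene Adipoq at +1.51, and the lipid droplet gene Cidec at +1.32, and 7 were higher when adjusted over the list alone. Their shift (adjusted p = 1.44e-07) held with an estimated correlation (adjusted p = 0.000965). Leptin itself, Lep, rose by 0.83, a call lost without rosiglitazone replicate 4 (adjusted p = 0.0502). The obese means of Cidec (2.35) and Lep (1.95) lay below the medians of the arrays, so the size of these changes is also less certain than their SE. Of 12 endothelial and pericyte markers 5 were called higher, among them Vwf (+0.93), the gene of von Willebrand factor, and the angiopoietin receptor Tek (+0.78). That group was shifted upward (adjusted p = 0.000270, and adjusted p = 0.0927 with an estimated correlation), while Cdh5 stood at +0.05 and Flt1 at -0.39, neither called over all genes. Esam (+0.86) lost its call without obese replicate 3 (0.0512) or 4 (0.0532). The basement membrane collagen Col4a1 (+0.65) lost it without rosiglitazone replicate 3 (0.0818) or 5 (0.0532) or obese replicate 1 (0.0541), 2 (0.0783) or 4 (0.0710), and also with all rows (0.0534) or only the groups compared (0.0733). Fibroblast and extracellular matrix markers were shifted downward, with 17 of 18 negative and a median of -0.25 (adjusted p = 1.88e-06, and adjusted p = 0.269 with an estimated correlation).

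Smaller shifts with rosiglitazone depended on single arrays. Ribosomal protein genes (18 of 24 positive, adjusted p = 0.0193, and adjusted p = 0.269 with an estimated correlation), with Rpl3 called at +0.65, lost the call without rosiglitazone replicate 5 (0.159) or obese replicate 4 (0.0630). Atrophy, ubiquitin and autophagy genes (14 of 18 positive, adjusted p = 0.0215, and adjusted p = 0.414 with an estimated correlation) lost it without rosiglitazone replicate 1 (0.112) or 3 (0.0608) or obese replicate 3 (0.0593) or 5 (0.0552). Macrophage and leukocyte markers (13 of 18 positive, adjusted p = 0.0413, and adjusted p = 0.562 with an estimated correlation) lost it without rosiglitazone replicate 5 (0.776) or obese replicate 1 (0.156).

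Resveratrol was compared with obese to ask what that compound changes in this muscle. No gene was called by limma at an adjusted p under 0.05, and the smallest adjusted p was 0.509, while 1078 genes had an unadjusted p under 0.05 where 728 would be expected by chance. The genes with the smallest p, none of which passed, were Mtif2 (+0.42), Dpf1 (-0.55), Fam25a (-0.57), Tc2n (+0.66) and Triml1 (-0.63). Adipoq stood at +0.77 and was not called, and Ppargc1a (+0.20), Pdk4 (+0.07), Ucp3 (+0.02), Slc2a4 (+0.01), Angptl4 (-0.19), Cd36 (+0.11) and Fabp4 (+0.15) were not called either. Interferon response genes were shifted downward, with 13 of 16 negative and a median of -0.19 (adjusted p = 0.0109, and adjusted p = 0.311 with an estimated correlation), but not without resveratrol replicate 3 (0.0944) or obese replicate 5 (0.0820). Lipid synthesis genes were shifted upward, with 10 of 12 positive (adjusted p = 0.0447, and adjusted p = 0.832 with an estimated correlation), and Scd (+1.37), Thrsp (+0.77) and Elovl6 (+0.48) passed when adjusted over the list alone. The obese means of Scd and Elovl6 and the resveratrol mean of Elovl6 lay within or below the range of the array medians, so the size of these changes is less certain. The lipid synthesis shift was lost without resveratrol replicate 2 (0.0647), 3 (0.152) or 4 (0.0682) or obese replicate 1 (0.353), 3 (0.120) or 4 (0.0890). It was lost with the replicate block as well. Fry called 0 lists.

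**Figure D3:**
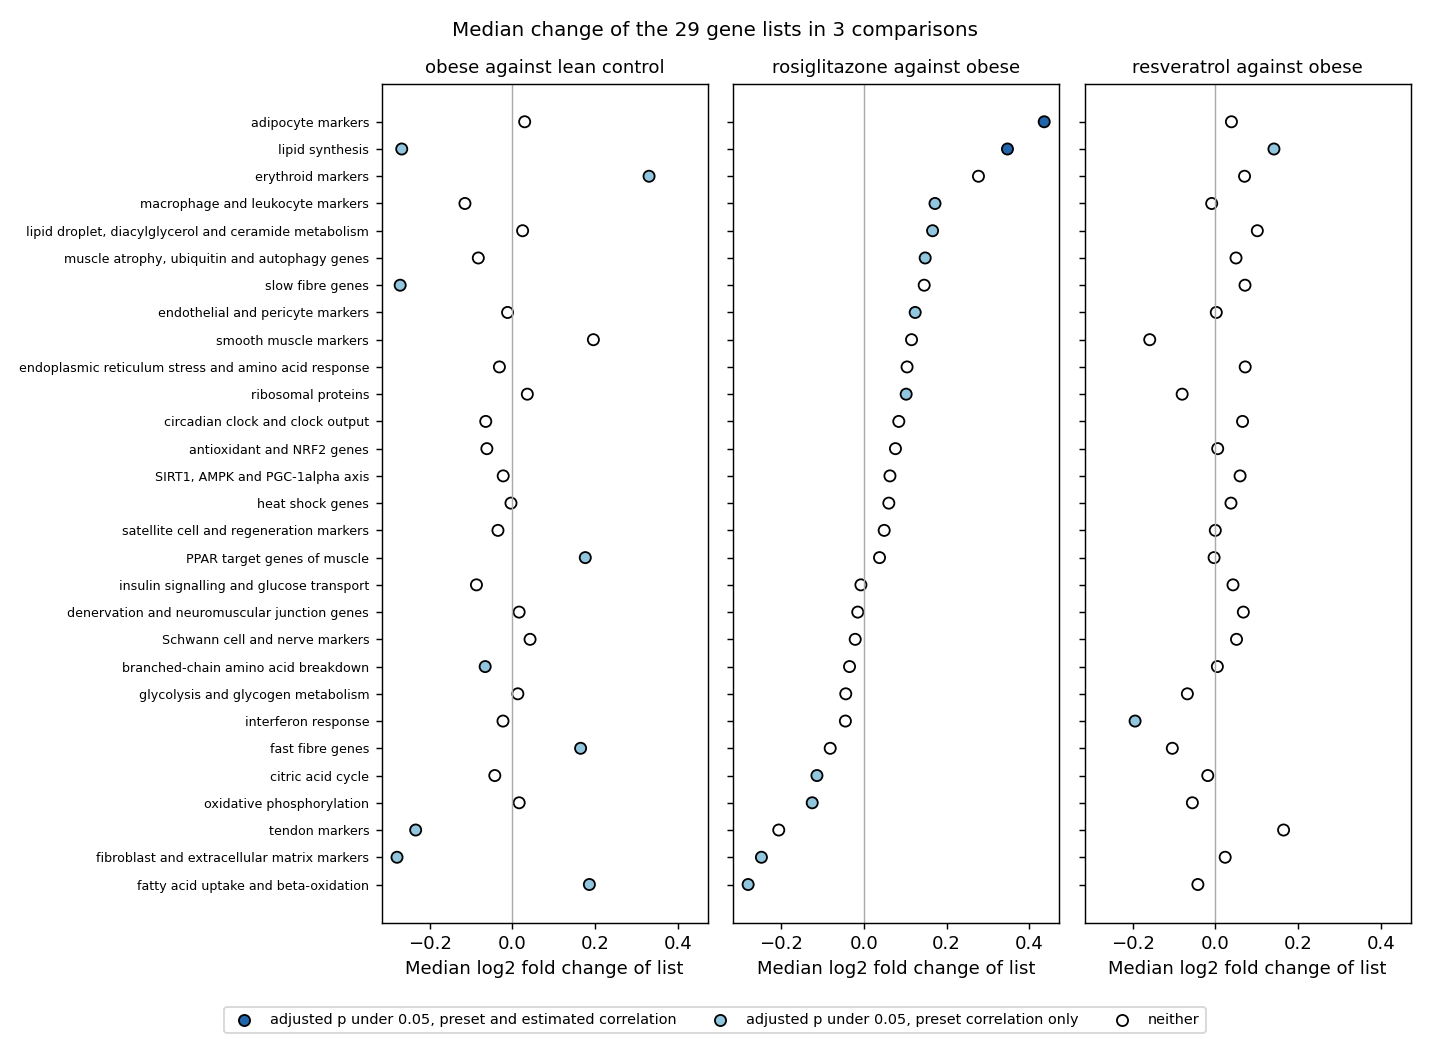
Median log2 fold change of each of the 29 gene lists in 3 comparisons, with filled points for lists at an adjusted p under 0.05. With an estimated correlation, adipocyte markers and lipid synthesis pass for rosiglitazone against obese, and no list passes in the other comparisons shown.

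The treatments were compared directly, which tests whether their effects differ because the obese group cancels. Rbp7 (+3.74), Cd300lg (+3.46), Scd (+2.95), Thrsp (+2.77), Ceacam1 (+2.56) and Elovl6 (+2.01) were higher with rosiglitazone than with resveratrol, and Aqp1 (-2.08), Tfrc (-1.91) and Ace (-1.46) were lower. In all 297 genes were called, 209 higher and 88 lower, and over all 14557 genes the groups did not overlap in 534, or 3.67%, where chance gives 0.794%. Ly6c and Kctd12b were each higher by 1.69. Hadh (-0.46) and the antioxidant enzyme Cat (-0.54) were lower with rosiglitazone, and Ucp2 was higher (+1.14). Of the 11 lists called, 4 also passed with an estimated correlation. These were adipocyte markers (adjusted p = 0.00241), lipid synthesis (0.0217), endothelial and pericyte markers (0.0349) and ribosomal proteins (0.0440). The gene count was 177 without resveratrol replicate 2, 196 without resveratrol replicate 3 and 177 with only the groups compared, and 161 of the 297 genes stayed called when all rows were tested. The resveratrol mean of Elovl6 (2.47) lay within the range of the array medians.

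Rosiglitazone was also compared with lean control, as a measure of how the treated muscle differs from lean muscle. Only 1 gene was called between obese and lean control, so the genes called here are not shown to be differences left after treatment. Collagen genes were lower, with Col3a1 at -1.35 (SE 0.19), Col1a1 at -1.32 (SE 0.29) and Col1a2 at -1.23 (SE 0.24), n = 5 per group. Of 18 fibroblast and extracellular matrix markers 10 fell and none rose, and 14 were lower when adjusted over the list alone (adjusted p = 4.14e-14, and adjusted p = 0.0879 with an estimated correlation). Tendon markers were shifted downward with them, 7 of 7 negative with a median of -0.42 (adjusted p = 0.00184, and adjusted p = 0.127 with an estimated correlation). Endothelial and pericyte markers were shifted upward, 9 of 12 positive (adjusted p = 0.000579, and adjusted p = 0.0879 with an estimated correlation), as were erythroid markers, 5 of 5 positive (adjusted p = 0.000369, and adjusted p = 0.121 with an estimated correlation). Among the genes taken by the naming rule, the largest increases were those of Rbp7 (+4.38), Scd (+4.25), Cd300lg (+3.83), Ceacam1 (+2.78), Thrsp (+2.61), Elovl6 (+2.21) and the glycerol channel Aqp7 (+2.18), and the largest decreases those of Mettl21cl1 (-3.25), Aqp1 (-2.20), Nrep (-1.71) and Cd34 (-1.49). Adipocyte markers rose in 7 of 15 genes (adjusted p = 8.58e-08, and adjusted p = 0.000817 with an estimated correlation), and Slc4a1, an anion exchanger of red blood cells, rose by 1.06. In all 510 genes were called, 243 higher and 267 lower, and over all 14557 genes the groups did not overlap in 733, where chance gives 0.794% of genes. The count was 325 without lean control replicate 1, and 318 of the 510 genes stayed called when all rows were tested. With a clock score as a covariate, an alternative added after the data had been seen, it was 308, of which 162 were higher and 146 lower, and the mean clock score was -1.33 in lean control and -0.29 in rosiglitazone rats. The lean mean of Elovl6 (2.27) and the rosiglitazone mean of Mettl21cl1 (2.13) lay below the medians of the arrays, and the lean mean of Scd (2.55) lay just above them. Of the 213 genes higher and 69 lower with rosiglitazone than in obese rats, 137 and 36 were also called in this comparison, and 113 and 24 against all 3 other groups.

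Resveratrol against lean control gave 2 called genes, both lower. Bdh1 had a log2 fold change of -1.49 (SE 0.24, adjusted p = 0.0356) and Ccbe1, which takes part in lymphatic vessel growth, of -0.86 (SE 0.15, adjusted p = 0.0418), n = 5 per group. The resveratrol means of Bdh1 (2.36) and Ccbe1 (2.22) lay below the medians of the arrays as well. Bdh1 lost its call without lean control replicate 1 (0.164), 2 (0.0834), 4 (0.124) or 5 (0.0527) or resveratrol replicate 1 (0.0597), 2 (0.0515), 3 (0.117), 4 (0.157) or 5 (0.169). Ccbe1 lost it without lean control replicate 1 (0.164), 2 (0.0834), 4 (0.124) or 5 (0.0527) or resveratrol replicate 2 (0.0515), 3 (0.128), 4 (0.157) or 5 (0.186). The count was 5 without lean control replicate 3, 4 with trend and robust moderation, and 0 among the brighter genes, with only the groups compared or with the clock score. When all rows were tested neither gene stayed called. Of 6 lists called, 3 held without any single array, namely fibroblast and extracellular matrix markers (15 of 18 negative, adjusted p = 2.21e-05, and adjusted p = 0.485 with an estimated correlation), branched-chain amino acid breakdown (13 of 17 negative, adjusted p = 0.00287, and adjusted p = 0.355 with an estimated correlation) and erythroid markers (5 of 5 positive, adjusted p = 0.00161, and adjusted p = 0.355 with an estimated correlation).

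The treatment effects were set against the difference between obese and lean rats to ask whether treated muscle moved toward or away from lean muscle. No gene was called both between obese and lean and between either treatment and obese by limma. Independent calls would give 0.0146 genes lower in obese and then higher with rosiglitazone and 0.00474 lower in both, so with 1 gene called between obese and lean a count of 0 says little. Across genes, which are not independent replicates, the log2 fold changes of obese against lean control and rosiglitazone against obese had a correlation of -0.318, where unchanged groups sharing the obese arrays gave a mean of -0.501 in 100 simulations (range -0.744 to -0.0689). The covariance was -0.0142 against a simulated mean of -0.0129 (range -0.0200 to -0.00115). For resveratrol the correlation was -0.473 against -0.496 (range -0.719 to -0.119), and the covariance -0.0152 against -0.0128 (range -0.0211 to -0.00185). Between the treatments the correlation was 0.413 against 0.479 (range 0.0779 to 0.776), and the covariance 0.0162 against 0.0124 (range 0.00134 to 0.0219). All of these lay inside the simulated ranges. The simulated groups held no treatment effect, and the spread that real changes add can shrink a correlation. The covariances are therefore the closer comparison. With the obese arrays divided between the comparisons, over 10 divisions, the correlations were -0.0454, -0.0835 and 0.0875.

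Where a list's median, mean and test differed in sign, the list was not called. This occurred for 6 of 29 lists in obese against lean control, 3 in rosiglitazone against obese, 8 in resveratrol against obese, 2 in rosiglitazone against resveratrol, 2 in rosiglitazone against lean control and 6 in resveratrol against lean control.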

Values the study reported

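The study analysed tissues of lean control and ZDF rats, as a data set of 30 samples from red tibialis anterior, liver and blood. After filtering, 8801 genes remained. Of these, the study took 2000 genes that differed between the muscle and the liver, and its model divided them into 19 biclusters. The groups given rosiglitazone or resveratrol are not part of the analysis in the paper.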

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

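The tests with other divisions of the arrays and those on the endothelial and adipocyte markers were chosen after the results were seen. Other divisions of the same 10 arrays into groups of 5 were tried, 100 of them for each comparison with the real one included, and chance is called excluded where under 0.05 of them gave a count as large. This bound was not adjusted for the number of comparisons and counts tested. Where another division reached or came near the real count, or the other list tests called nothing, chance is left open. For rosiglitazone against obese chance can be excluded for the 282 genes (1 division gave as many, the highest other gave 5). Its 11 lists fall under the bound (2 divisions), but another division also gave 11, so chance is left open for them. Chance can also be excluded for rosiglitazone against resveratrol with 297 genes (1, highest other 1), but not for its 11 lists (7, highest other 12). Against lean control chance can be excluded for the 510 genes of rosiglitazone (1, highest other 78). Its 12 lists fall under the bound (1, highest other 11), but another division came near that count, so chance is left open for them. For resveratrol the 2 genes (2, highest other 2) and 6 lists (3, highest other 8) fall under the bound. Other divisions reached or passed these counts, so chance is left open for them. Between obese and lean control chance cannot be excluded for the 1 gene, since 13 divisions gave as many. The 9 lists fall under the bound (1, highest other 6). None of them was called with an estimated correlation or with fry, so chance is left open for them too. The highest other division of these arrays called 20 genes, which may point to a structure of the samples other than the groups. What sets that division apart was not tested. For resveratrol against obese the count of 0 genes cannot be tested in this way, since every division gives at least as many (highest other 2). Chance cannot be excluded for its 2 lists (62, highest other 8).

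Endothelial genes rose with rosiglitazone while other endothelial genes did not. If the muscle samples held more endothelial cells and nothing else changed, the 12 measured endothelial and pericyte markers were predicted to rise by about the same amount. The pericyte markers among them need not rise with endothelial cells, which limits the test. Their precision-weighted mean was a log2 change of 0.26, and 8 of the 12 intervals at 95% leave it out, 5 above (Tek, Vwf, Esam, Col4a1 and Col4a2) and 3 below (Cdh5, Flt1 and Notch3), though single arrays ended the calls of Esam (without obese replicate 3, 0.0512, or 4, 0.0532) and Col4a1 (without rosiglitazone replicate 3, 0.0818, or 5, 0.0532, or obese replicate 1, 0.0541, 2, 0.0783, or 4, 0.0710). This argues only against an equal rise of all these markers. Outside the list Aqp1, Ace and Cd34 fell, while the capillary endothelium gene Cd300lg rose. These genes were taken from the largest changes of the same comparison, and Cd34 lost its call without single arrays. The number of endothelial cells is therefore not decided by these values, and a change in the state of these cells may remain as a hypothesis that was not tested.

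Adipocyte markers rose with rosiglitazone, and more adipocytes in the dissected samples are a candidate explanation for them and for other genes. Over the 207 called higher genes outside the list, the median correlation with the adipocyte score within groups was -0.0039. The markers themselves correlated at only 0.0112 on average, so this test cannot judge the number of adipocytes. The score was tried in more than 1 form. More adipocytes and induction of these genes in muscle or other cells cannot be told apart, because the markers on average do not follow one another within groups.

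Arrays far from the rest of their group were looked for in 80 genes named in the text by the gap to the nearest array over the range of the group. Of 320 combinations of gene and group, 14 held an array whose ratio exceeded 0.710, where chance gives about 16 at 1 in 20. In lean control rats these were replicate 3 for Bdh1 (0.842, at 2.91 where the others lay between 3.99 and 4.20), replicate 3 for Hibadh (0.857) and replicate 2 for Tfrc (0.761). In obese rats they were replicate 2 for Ppm1k (0.814), replicate 5 for Asah1 (0.735), replicate 5 for Aqp7 (0.758), replicate 3 for Ccbe1 (0.785) and replicate 4 for Notch3 (0.777). In rosiglitazone rats they were replicate 2 for Rccd1 (0.718), Tek (0.712) and Cd302 (0.854) and replicate 4 for Fads1 (0.755). In resveratrol rats they were replicate 1 for Aldh6a1 (0.715) and replicate 2 for Cat (0.750).

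The 21861 rows without a single gene symbol, which the comparisons left out, also held calls. For rosiglitazone against obese 155 of them passed when all rows were tested, 86 higher and 69 lower, a share of 0.709% against 1.23% of the 14824 rows with a single symbol.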

How the results depend on the processing

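The clock score as a covariate was chosen after the data had been seen, and the other alternatives beforehand. For obese against lean control the gene count of 1 became 24 with trend and robust moderation, 5 with brighter genes, 0 with all rows, 0 with only the groups compared, 8 with array weights, 6 with the clock score, and 0 to 24 with an array left out. For resveratrol against lean control 2 became 1 with the replicate block, 4 with trend and robust moderation, 0 with brighter genes, 4 with all rows (all 4 without a single gene symbol, so both genes lost the call), 0 with only the groups compared, 0 with the clock score, and 0 to 5 with an array left out. For rosiglitazone against resveratrol 297 became 177 with only the groups compared and 177 to 253 with an array left out. For rosiglitazone against lean control 510 became 308 with the clock score and 325 to 478 with an array left out. Rosiglitazone against obese, with 282 genes, gave counts within 1.5 times under each alternative (192 to 259 with an array left out), but the 337 calls with all rows were 155 rows without a single symbol and 182 with a symbol of their own, and 181 of the 282 genes stayed called there, as did 161 of 297 against resveratrol and 318 of 510 against lean control. The count for resveratrol against obese stayed at 0. With the replicate block the counts were 1, 218, 0, 225, 385 and 1 in the order obese against lean control, rosiglitazone and resveratrol against obese, rosiglitazone against resveratrol, and rosiglitazone and resveratrol against lean control; arrays with the same number correlated between -0.289 and 0.119 after subtraction of group means, so they were not treated as pairs. In the same order the lists called were 9, 11, 2, 11, 12 and 6, with an estimated correlation 0, 2, 0, 4, 1 and 0, with fry 0, 7, 0, 5, 10 and 0, and with an array left out 6 to 8, 9 to 12, 0 to 3, 8 to 12, 10 to 13 and 3 to 7. Lists for resveratrol against obese fell to 1 with the block. With the clock score the lists called were 6, 9, 2, 10, 11 and 3 in the same order. Rosiglitazone against obese then lost the atrophy and the macrophage groups, and rosiglitazone against resveratrol the lipid droplet group. Rosiglitazone against lean control lost PPAR target genes and the lipid droplet group and gained a downward shift of fatty acid uptake and beta-oxidation genes. Correlations of fold changes moved to -0.0454, -0.0835 and 0.0875 with the obese arrays divided, where shared arrays no longer add covariance, and that of rosiglitazone to -0.170 with brighter genes; the genes called in both rose from 0 to at most 1 with the arrays divided. Among the named genes and the called lists, directions reversed only for genes that were not called. With the clock score some lists that were not called changed direction as well. With an array left out, the log2 fold change ranged for resveratrol against obese from -0.52 to 0.18 (Angptl4), -0.0346 to 0.18 (Pdk4), -0.0631 to 0.14 (Slc2a4) and -0.24 to 0.29 (Ucp3), for resveratrol against lean control from -0.14 to 0.0503 (Ppargc1a), and for rosiglitazone from -0.12 to 0.62 (Ucp3, against obese), -0.15 to 0.60 (Ucp3, against resveratrol) and -0.12 to 0.0054 (Ppargc1a, against resveratrol). Slc2a4 in resveratrol against obese was -0.0025 after quantile normalisation. Of the other values of single genes and lists, 3754 kept direction and side of the threshold, 574 lost the call and 24 gained it. Fewer arrays or more rows lower the power by construction; otherwise the cause was not tested. For genes with low values signal above background was not shown, so small changes there may have been missed.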

Other observations

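The tests of Ucp3, Angptl4 and Pdk4 against the clock, their genes and the clock score as a covariate were chosen after the data had been seen, and for the covariate alone the bounds were written before its result. These 3 genes, which respond to fasting and fatty acids in muscle, varied widely among rats of a group. After subtraction of the group means their values rose and fell together over the 20 arrays, with a correlation of 0.897 between Ucp3 and Angptl4, 0.923 between Ucp3 and Pdk4 and 0.864 between Angptl4 and Pdk4. Their mean followed a clock score, made of Bmal1, Clock and Npas2 minus Dbp, Per1, Per2 and Per3, with Pearson r = 0.891 and Spearman rho = 0.862 (permutation p = 1e-05 for either, the smallest that 100000 permutations can give; 1 relation computed). Obese replicate 1 and lean control replicate 2 lay farthest from the median of the score after subtraction of the group means. Without them r was 0.865 (permutation p = 4e-05) and rho 0.823 (permutation p = 6e-05). The mean score was -1.33 (SD 1.03, n = 5) in lean control, -0.92 (SD 1.06) in obese, -0.29 (SD 1.12) in rosiglitazone and -0.65 (SD 0.87) in resveratrol rats.

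A candidate explanation for the few genes called between obese and lean control is that muscle was taken at different clock phases, or feeding states, which adds spread between rats. Such a difference among rats of a group could give the correlation of 0.891. Any other factor that moves these genes together could give it too, so it does not favour this explanation. With the clock score as a covariate 6 genes were called in place of 1, namely Bdh1, Cd302, Cdpf1, Hspa13, Rccd1 and Ufm1. In the same fit the gene lists called fell from 9 to 6, with the loss of PPAR target genes (adjusted p = 0.0641), slow fibre genes (0.0603) and tendon markers (0.0906). Without the score these lists already lay near the threshold (0.0368, 0.0344 and 0.0417) and lost their calls without single arrays. Their loss therefore does not bear on whether phase only adds spread. The genes called between resveratrol and lean control fell from 2 to 0, and between rosiglitazone and lean control from 510 to 308. The count of 6 genes lies between the bounds written before for and against the explanation, so clock phase and other sources of spread cannot be told apart. Time of sampling and food intake are not in the labels, and phase and feeding state were not separated by any test.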
